A study of Homo sapiens with 8 samples.

How the data were processed

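RFX7 ChIP-seq libraries and matching input libraries of HCT116 cells, 2 of each per treatment, form 4 groups by antibody or input and by treatment, taken from the sample titles. Per the labels' protocols, chromatin was immunoprecipitated with a commercial kit and an RFX7 antibody and libraries were made with a commercial DNA library kit. The aligner, its settings, the filters, the genome build and the peak caller are not stated in the labels, and the deposited files have no header lines.

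The authors deposited 1 peak list per treatment in narrowPeak layout, with a start, an end and a summit offset per peak. A fold enrichment per peak was deposited, which is the authors' own value and is used here only to describe or rank peaks within a list. The −log10 p and −log10 q of each peak are also as deposited. The score column was deposited as 10 times −log10 q cut to a whole number, which held for 503 of 505 DMSO and 621 of 622 Nutlin-3a entries. In the others the −log10 q is printed with fewer digits. The smallest −log10 q values (1.31 and 1.36) lie just past a q of 0.05, in both lists. Whether the authors pooled the replicates is not stated. Each list carries no values per replicate, so no replicate was left out and none was averaged.

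Pileup and background were computed from each deposited fold enrichment and −log10 p. MACS2's definitions were assumed: the fold is the pileup plus 1 over the background plus 1, and p is the upper Poisson tail above the pileup. A solution close to a whole number was found for 84.0% of DMSO and 69.9% of Nutlin-3a entries, including all 221 and 200 narrower than 150 bp. Within a single call, q is a function of p, but sorting by p left 69 breaks in the order of q in the DMSO list and 125 in the Nutlin-3a list. Entries were therefore put on 2 curves: the curve through all peaks narrower than 150 bp (tolerance 0.06 in −log10 units) and the rest. For the 5 DMSO and 19 Nutlin-3a entries with a −log10 p above that of every narrow peak, both curves were extended in order of p with the slope at the end of the first, and each entry was put on the nearer one. This put all 5 and 11 of the 19 on the 50-bp curve. The Nutlin-3a entry with the highest −log10 p lies too far from the others for its curve to be certain. After this split, 0 breaks were left in the DMSO list and 1 in the Nutlin-3a list, on its 150-bp curve. The lowest background among entries with a whole-number pileup was 1.76 (50-bp curve) and 5.27 (150-bp curve) in the DMSO list and 1.37 and 4.11 in the Nutlin-3a list. Several entries sat exactly at these floors (9 and 11, and 4 and 14). Background is given as a multiple of the floor of the entry's curve, and 20 times was taken as high background. That limit, the split into curves and the tests built on them were chosen after the data were examined. The spacing of the background values was searched between 0.5 and 1 over entries with a background between 10 and 400. For entries without a whole-number pileup, the background multiple and the summit are approximate. Their summits sat at a median of 25.8% (DMSO) and 24.8% (Nutlin-3a) of the peak width, against 48.8% and 47.2% for the other entries. The peak midpoint was therefore tried as an alternative.

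Peaks were called shared when they overlapped by at least 1 bp, and the counts were checked with bedtools 2.31.1. Overlap expected by chance came from 1000 random placements of each peak within the span of its chromosome covered by genes or peaks. Differences in mean rank percentile and Spearman correlations were tested by permutation with 100000 resamples, two-sided. Shares were compared with Fisher's exact test and carry 95% Wilson intervals, which cover counting error over peaks only. These intervals and all tests across peaks treat peaks as independent. Many peaks lay in clusters, so both understate the uncertainty. No count of reads per sample was given, so the depth of each sample is unknown and depth is known only per list and relative to the other list, as described in the results. The design fixed before the data were examined named transcription start sites. The RefSeq gene table used (GRCh38.p14) gives no strand, so distances are from the summit to the nearer end of a protein-coding gene. It was used after the test by shifted positions described in the results, and none of its own coordinates are printed. Of the list genes, all were matched to the table, FAM214A through its current symbol ATOSA. The build was inferred from that test and is not named by the labels or the files. The planned search for the X-box, the DNA motif of RFX factors, needs genome sequence, which was not used here.

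Named peaks followed a rule fixed before the data were examined: the 10 Nutlin-3a peaks with the highest fold enrichment, the 3 unshared peaks of each list with the highest fold enrichment, and each gene of the RFX7-target list. One of the peaks chosen by this rule is not reported here. The 4 gene lists (RFX7 targets recalled from the authors' publications without a check of each gene, direct p53 targets, MHC genes and ciliary genes) were also fixed in advance. Alternatives covered the −log10 q threshold, the overlap rule, the ranking column, the distance and gene type, the background class, the curve, and whole-number entries. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The steps were tested on simulated data: of 800 simulated entries, 100% had their pileup recovered and 100% were put on the right curve. In a simulation with 164 entries above every narrow peak, 99.4% of those were put on the right curve. Of 200 simulated rank comparisons without a difference, 6% had a permutation p under 0.05. All simulated entries had a whole-number pileup and columns from a single call, so entries without one were not tested. The simulated rank comparisons used independent values, unlike peaks that lie in clusters.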

Results

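RFX7 binding was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq), in which DNA fragments bound by a protein are pulled down with an antibody and sequenced. RFX7 is a transcription factor of the RFX family, whose members bind DNA through a winged-helix domain. The cells were HCT116, an established human colorectal carcinoma line with functional p53. They were treated for 24 h with 10 µM Nutlin-3a, a small molecule that stabilises p53 by blocking its negative regulator MDM2, or with DMSO, the solvent alone. Each treatment had 2 RFX7 ChIP samples and 2 input samples (sonicated chromatin sequenced without immunoprecipitation), 8 samples in all. The comparison asked where RFX7 was bound in these cells and whether its binding sites differed after Nutlin-3a. The deposited data were 1 peak list per treatment. No value was given per replicate, so no difference between treatments could be set against the spread between replicates, and every test below is across peaks or genes, which are not replicates.

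The DMSO list held 505 peaks and the Nutlin-3a list held 622 peaks, a ratio of 1.23. Peaks in the DMSO list had a median width of 151 bp and covered 104154 bp. Those in the Nutlin-3a list had a median width of 182 bp and covered 161982 bp. The authors' fold enrichment ranged from 1.13 to 19.3 with a median of 2.86 in the DMSO list, and from 1.14 to 32.3 with a median of 3.28 in the Nutlin-3a list. The smallest −log10 q was 1.31 in the DMSO list and 1.36 in the Nutlin-3a list. Of the stricter thresholds tried, −log10 q of at least 10 left 322 DMSO peaks and 447 Nutlin-3a peaks. Both counts stand without an estimate of replicate error.

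Read depth was not stated, but the peak statistics carried it in part. Under the formulas of the peak caller MACS2, a fold enrichment and a p-value together fix the ChIP pileup (the number of extended reads over a position) and the local background. The solution was a whole-number pileup in 424 of 505 DMSO entries and 435 of 622 Nutlin-3a entries. The lowest background, which in that caller is proportional to the number of ChIP reads, was 0.780 times as high in the Nutlin-3a list as in the DMSO list. By this measure the longer peak list came from the shallower ChIP. The background values were spaced in steps of 0.985 in the DMSO list and 0.790 in the Nutlin-3a list, which in that caller is the ratio of ChIP to input reads.

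Each list joined entries with 2 different statistics. Within a single peak call q rises with p, but after sorting by p the order of q broke 69 times in the DMSO list and 125 times in the Nutlin-3a list. A curve of q against p was drawn through the peaks narrower than 150 bp, of which there were 221 in the DMSO list and 200 in the Nutlin-3a list. Wider peaks either fell on that curve or had a smaller difference between −log10 p and −log10 q. Split this way, the order of q broke 0 times on either part of the DMSO list and on the first part of the Nutlin-3a list, and 1 time on the second. Widths of exactly 50 bp occurred 45 times in the DMSO list and 38 times in the Nutlin-3a list, and widths of exactly 150 bp occurred 28 and 26 times. The part that holds the narrow peaks is called the 50-bp curve (274 DMSO and 311 Nutlin-3a peaks) and the other the 150-bp curve (231 and 311 peaks). Entries without a whole-number pileup were 150 bp or wider. Their columns need not stem from the same call, so the fold enrichment and rank of such an entry are less certain.

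**Figure D1:**
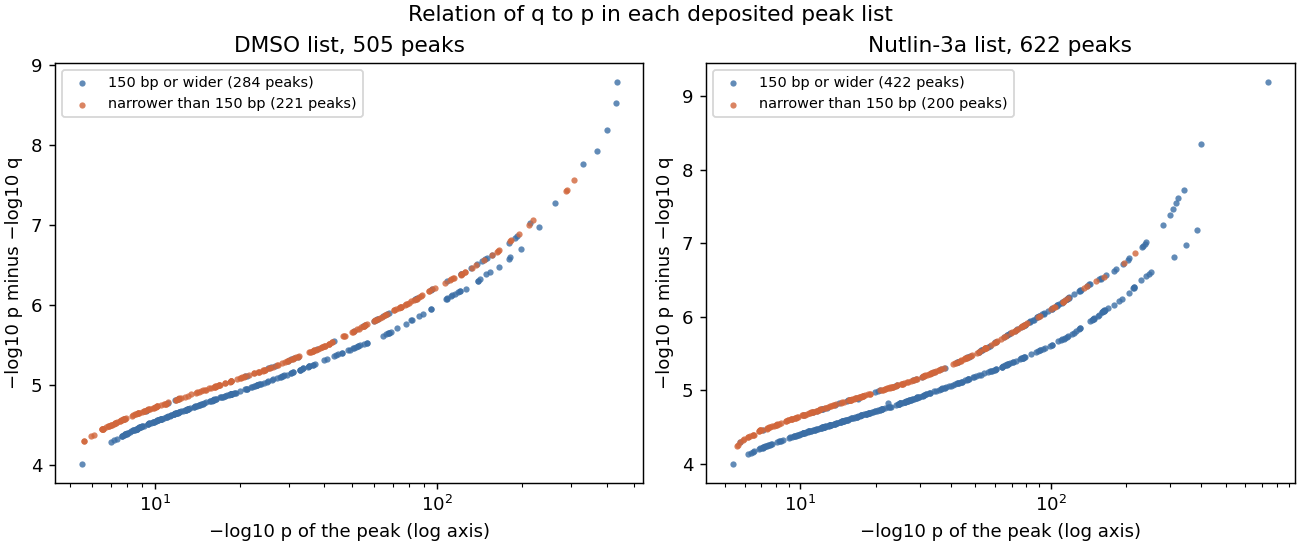
The difference between −log10 p and −log10 q of each peak (vertical axis) against its −log10 p (horizontal log axis) in the DMSO list (left, 505 peaks) and the Nutlin-3a list (right, 622 peaks); each point is a peak, coloured by width. Points fall on 2 curves in each list; the upper one was drawn through the peaks narrower than 150 bp (221 and 200), and the lower one holds 231 and 311 wider peaks.

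The first question was how many binding sites the treatments shared. Of the 505 DMSO peaks, 375 overlapped a Nutlin-3a peak by at least 1 bp, or 74.3% (95% Wilson interval 70.3 to 77.9%). Of the 622 Nutlin-3a peaks, 354 overlapped a DMSO peak, or 56.9% (52.99 to 60.8%). When peaks were placed at random within their chromosomes 1000 times, at most 2 DMSO peaks and at most 1 Nutlin-3a peak overlapped the other list. Uniform placement ignores where reads map and where peaks of any kind tend to lie. It therefore cannot tell shared RFX7 sites from shared background. Thus 130 peaks were listed for DMSO alone and 268 for Nutlin-3a alone. The shared percentage depended most on the overlap rule for DMSO, where requiring 50% of both peaks gave 55.6%, and on the threshold for Nutlin-3a, where the 100 peaks with the highest fold enrichment were shared at 77%. Among the 352 pairs of peaks that were each other's best overlap, the Nutlin-3a peak was the wider one in 288. The summits of a pair lay a median of 14 bp apart. This distance was 6 bp in the 190 pairs in which both entries had a whole-number pileup and 72 bp in the rest.

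Peaks differed widely in local background. A background of at least 20 times the lowest value of the same curve, termed high background here, was found for 246 of 505 DMSO peaks, or 48.7% (44.4 to 53.1%), and for 285 of 622 Nutlin-3a peaks, or 45.8% (41.9 to 49.7%). This limit was set after the data were examined. The median background of these peaks was 128 times the lowest value in the DMSO list and 158 times in the Nutlin-3a list, against 1.85 and 2.10 times for the remaining, low-background peaks. High-background peaks had a median fold enrichment of 1.81 in the DMSO list and 1.87 in the Nutlin-3a list, while low-background peaks had 4.30 and 4.77. In each list, 9 of the 10 peaks with the highest −log10 p were on high background. They were concentrated in a few places. The stretch of chromosome 5 from 49601439 to 49667097 alone held 38 high-background Nutlin-3a peaks, and 30 high-background DMSO peaks lay between 49601521 and 49666337.

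**Figure D2:**
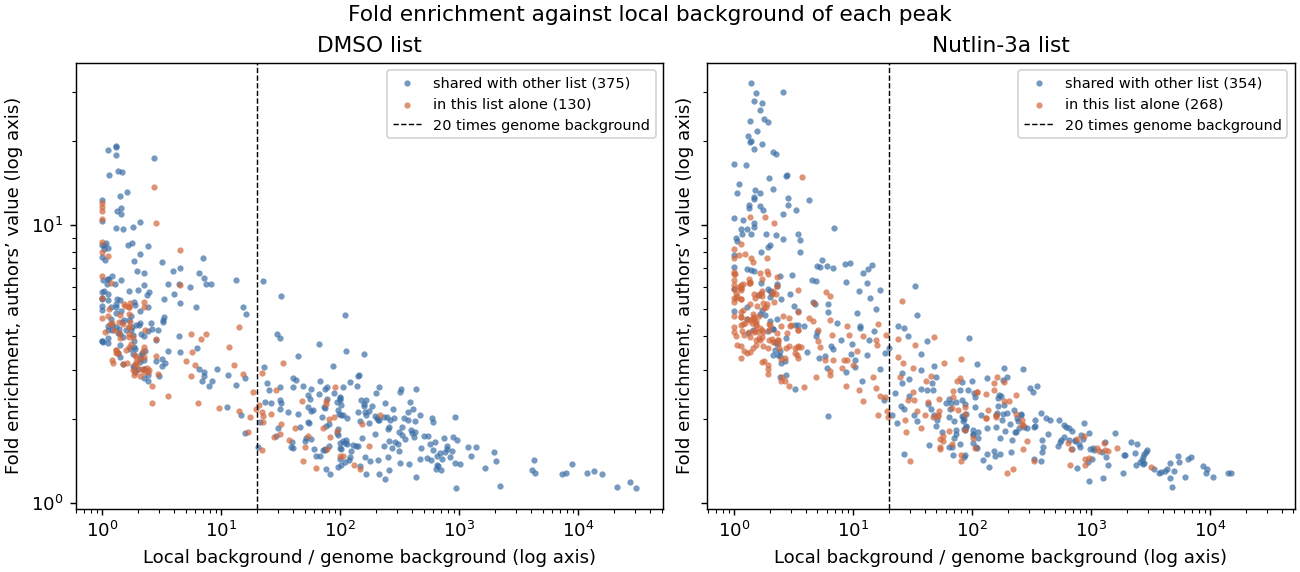
Fold enrichment as given by the authors (vertical log axis) against the local background in multiples of the lowest background of the same curve (horizontal log axis), for each peak of the DMSO list (left) and the Nutlin-3a list (right), coloured by overlap with the other list. To the right of the dashed line at 20 lie 246 DMSO and 285 Nutlin-3a peaks, with a median fold enrichment of 1.81 and 1.87; for entries without a whole-number pileup the horizontal position is approximate.

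Sharing differed between the background classes. On high background, 211 of 246 DMSO peaks (85.8%, 80.9 to 89.6%) and 199 of 285 Nutlin-3a peaks (69.8%, 64.3 to 74.9%) overlapped the other list. On low background, 164 of 259 DMSO peaks (63.3%, 57.3 to 69.0%) and 155 of 337 Nutlin-3a peaks (46.0%, 40.7 to 51.3%) did so. Low-background peaks on the 50-bp curve were shared less often than those on the 150-bp curve. The shares were 29.7% of 64 against 74.4% of 195 in the DMSO list (Fisher's exact test, two-sided, p = 2.69e-10), and 25% of 76 against 52.1% of 261 in the Nutlin-3a list (Fisher's exact test, p = 2.59e-05).

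The second question was whether peaks found under 1 treatment alone were weaker peaks. Over all peaks, shared DMSO peaks stood lower in the ranking by fold enrichment than unshared ones, with a mean rank percentile of 47.9 against 56.0 (difference -8.06 percentile points, permutation test with 100000 resamples, two-sided, p = 0.00602). Shared Nutlin-3a peaks likewise stood at 47.2 against 53.7 (difference -6.54, permutation p = 0.00533). Both differences changed sign when the ranking used −log10 p, to 30.2 and 28.5. They also changed sign on low background alone. There, shared DMSO peaks stood at 55.9 and unshared ones at 39.8 (permutation p = 2e-05), and shared Nutlin-3a peaks stood at 61.5 and unshared ones at 40.2 (p = 1e-05, the smallest that 100000 resamples can give). Of the low-background peaks with −log10 q of at least 10, 22 of 125 DMSO peaks and 72 of 200 Nutlin-3a peaks had no counterpart in the other list.

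Across the 352 pairs, the ranks by fold enrichment were correlated between the lists, with a Spearman's rho of 0.86 (permutation test, two-sided, p = 1e-05, the smallest possible here). The correlation was 0.70 over the 147 pairs on low background in both lists and 0.53 over the 193 pairs on high background in both. Among the alternatives, which did not include high background alone, restriction to low background moved the coefficient most.

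The third question was where the peaks lay relative to genes. The genome build was not named with the lists. With the summits taken as GRCh38 coordinates, 88 DMSO and 121 Nutlin-3a summits lay within 1 kb of an end of a protein-coding gene. After shifts of 10, 100 or 1000 kb to either side, at most 13 DMSO and at most 19 Nutlin-3a summits did so. Positions are therefore given as GRCh38. The gene table carried no strand, so the nearer of both gene ends was used and a start could not be told from a terminus. The share near a gene end was 17.4% in the DMSO list (14.4 to 21.0%) and 19.5% in the Nutlin-3a list (16.5 to 22.7%), with overlapping intervals, against 2.35% of 100000 random positions. On low background the shares were 34% (28.5 to 39.9%) and 35% (30.1 to 40.3%). On high background, 0 of 246 DMSO peaks lay near a gene end, which allows a share of up to 1.22% (3 counts of the total) or 1.54% (Wilson upper limit). Both limits treat peaks as independent. As 87.4% of these peaks had another of the class within 100 kb, the limits are likely too narrow. Among the 285 high-background Nutlin-3a peaks there were 3, at TCAIM, MXD4 and PNRC1, which are named here because they were the exceptions. All 3 entries lacked a whole-number pileup, so their background is uncertain.

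**Figure D3:**
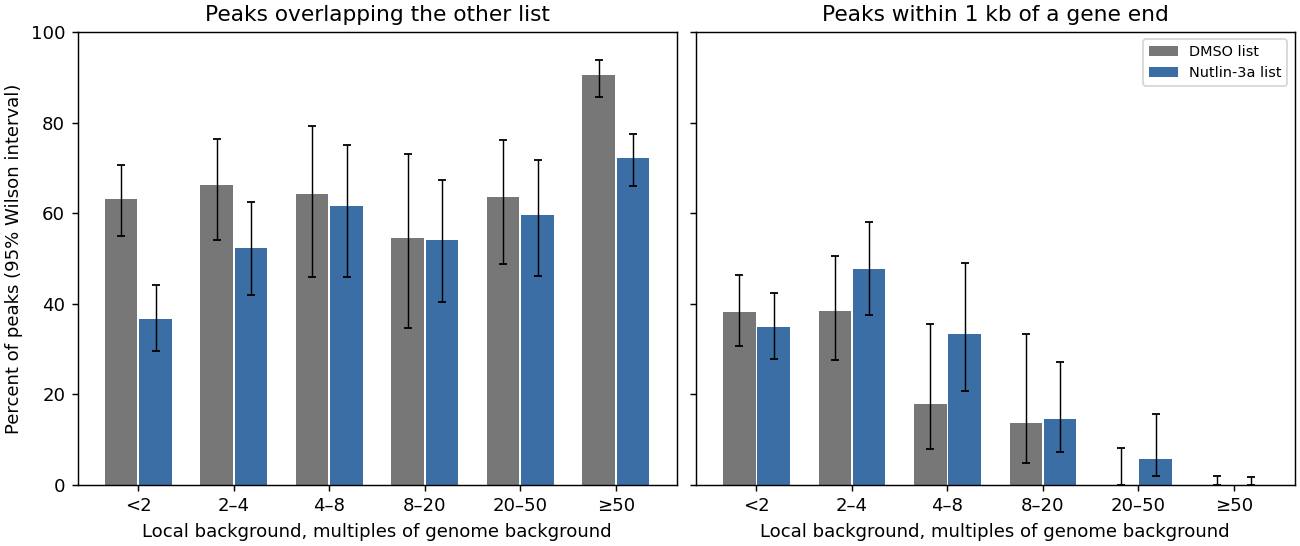
Percent of peaks that overlap the other list by at least 1 bp (left) and percent with a summit within 1 kb of a protein-coding gene end (right), by local background in multiples of the lowest background; bars are the 2 lists and error bars are 95% Wilson intervals over peaks. At 50 times and above, 90.6% of DMSO and 72.1% of Nutlin-3a peaks were shared and 0% of either lay near a gene end.

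Shared and unshared peaks did not differ detectably in this over all peaks. Near a gene end lay 67 of 375 shared and 21 of 130 unshared DMSO peaks (17.9% against 16.2%, Fisher's exact test, two-sided, p = 0.690), and 66 of 354 shared and 55 of 268 unshared Nutlin-3a peaks (18.6% against 20.5%, p = 0.609). On low background the shares were 40.9% and 22.1% in the DMSO list (Fisher's exact test, p = 0.00264) and 40.6% and 30.2% in the Nutlin-3a list (p = 0.0517). Whether the lists differed in this respect was not tested.

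The 10 Nutlin-3a peaks with the highest fold enrichment were all shared and all on low background. Of them, 6 lay within 1 kb of a protein-coding gene end. The highest, with a fold enrichment of 32.3, covered 72331864 to 72332630 on chromosome 10, and its summit lay 672 bp from an end of DNAJB12, outside any protein-coding gene. Its DMSO counterpart ranked 59 of 505. The next peak lay at PNRC2 on chromosome 1 (23959259 to 23960211), with its summit inside the gene and 420 bp from an end. It had a fold enrichment of 29.95 and a −log10 q of 376, and its DMSO counterpart ranked 54 with a −log10 q of 192. A peak on chromosome 1 from 203326672 to 203327963, with a fold enrichment of 29.9, lay outside any protein-coding gene. The nearest protein-coding end was that of FMOD, 13167 bp away. A peak on chromosome 21 (46458486 to 46459132) had a fold enrichment of 27.5 and lay 90 bp from an end of DIP2A. The IP6K2 peak on chromosome 3 (48716832 to 48717557) had a fold enrichment of 24.1 and ranked 7, and its DMSO counterpart ranked 4. Further peaks of the 10 were nearest to the protein-coding genes YWHAG, KDM4A, VCP and RAP2A, with distances from 67 bp for VCP to 8710 bp for YWHAG. With genes of all types, the peak nearest to YWHAG lay 158 bp from an end of FPASL. The peaks nearest to FMOD and RAP2A were still 8363 and 1165 bp from any gene end. Only 3 of the 10 Nutlin-3a entries and 2 of their 10 DMSO counterparts had a whole-number pileup. The DMSO counterparts at DNAJB12 and PNRC2 were among those without one, so their ranks of 59 and 54 are uncertain.

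The 3 unshared DMSO peaks with the highest fold enrichment lay on the 50-bp curve and far from protein-coding genes. One on chromosome 10 (41232290 to 41232387) had a fold enrichment of 13.7 and lay 1341786 bp from the nearest protein-coding gene end, that of ZNF33B. Both others lay on chromosome 17, at 22919806 to 22919855 (fold enrichment 11.97, nearest to KCNJ18) and at 25928757 to 25928806 (fold enrichment 11.6, nearest to WSB1). Each was over 1000 kb from a protein-coding gene end. Of the 3 unshared Nutlin-3a peaks, the highest was a 50-bp peak on chromosome 9 (60679314 to 60679363) with a fold enrichment of 14.8, 235048 bp from SPATA31A5. The second lay inside ABCG1 on chromosome 21 (42234753 to 42235170), 35102 bp from its nearer end, with a fold enrichment of 10.7. The third lay on chromosome 15 (74374383 to 74374673), 6848 bp from CYP11A1, with a fold enrichment of 10.7 and a −log10 q of 45.1.

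Finally, 4 gene lists fixed before the data were examined were compared with all other protein-coding genes. A gene counted as having a peak when a summit of either list lay within 5 kb of one of its ends. Neighbouring genes can share a peak, so genes are not independent. Of 18 genes listed from memory as RFX7 targets, 15 had a peak (83.3%), against 228 of 20038 other genes (1.14%, Fisher's exact test, two-sided, p = 9.10e-27, and 3.64e-26 after Benjamini-Hochberg adjustment over 4 lists). The list was recalled from the authors' publications and its membership was not checked against them. Those publications may rest on these libraries, so this is not independent evidence. The Nutlin-3a list contained peaks at all 15 and the DMSO list at 11. PDCD4, PIK3IP1, MXD4, PNRC1, TOB1, TSPYL1, TSPYL2, JUNB, IP6K2, CCND1 and RFX5 had a peak in both lists, while REV3L, ABAT, SLC43A2 and ARL15 had one in the Nutlin-3a list alone. PIK3R3, ATOSA (FAM214A) and RFX7 itself had none within 5 kb.

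At PDCD4 on chromosome 10, the DMSO peak (110871651 to 110872227) had a −log10 q of 43.9 and ranked 31 of 505 by fold enrichment. The Nutlin-3a peak (110871555 to 110872424) had a −log10 q of 85.6 and ranked 71 of 622. These values place each peak within its own list and give no direction of change. At TP53INP1 on chromosome 8, the peak ranked 23 in the DMSO list and 20 in the Nutlin-3a list. TP53INP1 was the only 1 of 25 direct p53 targets with a peak within 5 kb (4.0% against 1.21% of other genes, Fisher's exact p = 0.263, adjusted 0.350). With a distance of 50 kb, BBC3, SESN2, TIGAR and BTG2 were added, giving 5 of 25 (Fisher's exact test, adjusted p = 0.00260). Of 19 MHC class I and II genes and their regulators, 0 had a peak within 5 kb (Fisher's exact test, unadjusted and adjusted p = 1). Of 28 ciliary genes, TTC8 and IFT80 had a peak (7.14%, Fisher's exact p = 0.0450, adjusted 0.0899).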

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

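No paired analysis was possible because each treatment has a single peak list with no values per replicate, so neither the pairing of replicates nor leaving out a replicate was tried. The searches for the X-box motif, whole or in part, were not run because they need genome sequence. Alternatives by background class, curve, whole-number pileup and peak midpoint were chosen after seeing the data, and the others before. Of 109 alternative values, 54 stayed near the main value. For a result with a test this means the same direction and side of the threshold, for a percentage a value within the 95% interval of the main one, and for a number of peaks a value within 1.5 times the main one.

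The number of peaks fell to 322 in the DMSO list at −log10 q of at least 10, to 259 and 337 (DMSO and Nutlin-3a) on low background, and to 231 and 311 on the 150-bp curve. The excess of Nutlin-3a peaks was present in each of these settings. The shared percentage of DMSO and Nutlin-3a peaks became 55.6 and 45.2 with overlap of 50% of both peaks, 55.8 and 45.3 with summits within 100 bp, and 78.4 and 65.1 with a gap of up to 500 bp. With the list at −log10 q of at least 10 and the other as deposited it was 87.9 and 69.1, and for the 100 peaks with the highest fold enrichment 79 and 77. On low background it was 63.3 and 46.0. The DMSO percentage rose to 79.0 and 85.7 with both lists at −log10 q of at least 5 and 10, while the Nutlin-3a percentage moved by less than its counting error. Low-background Nutlin-3a peaks on the 150-bp curve were shared with DMSO peaks of that curve at 50.2%.

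The rank difference between shared and unshared peaks was the result that changed direction most often, in 7 alternatives for each list. By −log10 p it was 30.2 (DMSO) and 28.5 (Nutlin-3a) percentile points, and by −log10 q 30.2 and 28.5. On low background it was 16.1 and 21.3 by fold enrichment, 26.0 and 32.6 by −log10 p, 29.3 and 23.6 on the 150-bp curve, and 13.1 and 17.1 over whole-number entries. On the 150-bp curve without a limit on background it was 18.2 and 8.49, the latter with a permutation p of 0.00986. Over all peaks ranked by fold enrichment the difference stayed negative under the other overlap rules: -19.0 and -17.6 with summits within 100 bp, -8.69 and -9.44 with a gap of up to 500 bp, and -6.64 and -2.94 with overlap of 50% of both peaks, the last with a permutation p of 0.208. Over all whole-number entries it was -11.4 and -12.8. The low-background alternative removes peaks that are mostly shared and have low fold enrichment, which bears on its sign by construction. The cause was not tested for the ranking by −log10 p, in which high-background peaks stood high. Their median −log10 p was 39.4 against 14.4 on low background (DMSO), and 51.7 against 17.5 (Nutlin-3a). The difference by −log10 p was also positive on low background alone, so its sign does not rest on the high-background class alone.

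The share of DMSO and Nutlin-3a peaks near a gene end was 12.7% and 16.1% within 500 bp, 30.5% and 32.8% within 5 kb, 23.4% and 25.7% with genes of all types, 34% and 35% on low background, and 35.5% and 36.98% on the 150-bp curve. The difference in this share between shared and unshared peaks was -8.95 (DMSO, p = 0.00941) and -10.9 percentage points (Nutlin-3a, p = 7.42e-04, Fisher's exact test) when sharing meant summits within 100 bp, and 18.7 (p = 0.00264) and 10.4 (p = 0.0517) on low background. The cause was not tested for the summit rule. High background was found for 40.0% of DMSO peaks at a limit of 50 times, and for 51.4% and 37.5% of Nutlin-3a peaks at limits of 10 and 50 times and 50.3% of those with a whole-number pileup.

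At a distance of 50 kb, 5 p53 targets (Fisher's exact test, adjusted p = 0.00260) and 3 MHC genes (HLA-DMA, HLA-DMB and HLA-DOA, adjusted p = 0.0329) had a peak. The 3 MHC genes are close neighbours and may share a peak. The count of RFX7 targets was 13 within 1 kb and 17 within 50 kb, past the threshold in each of the 5 alternatives. The rank correlation stayed between 0.70 and 0.92 in the 9 alternatives. The lack of replicate lists limits every comparison between treatments.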

Other observations

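The tests in this part were chosen after the results they bear on had been seen, except those of clustering and of the depth-scaled pileup, whose predictions were written first. All were run on the data in which the patterns were noticed, so the explanations are hypotheses.

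The structure of the lists points to 2 peak calls per treatment. A candidate explanation is that the replicates were called separately. In that case the lowest background of the curves would stand in the ratio of the depths of both libraries, which would differ between treatments. The ratio was 3.00 in the DMSO list and 3.00 in the Nutlin-3a list, and the spacing of the background values was 0.985 on both DMSO curves and 0.790 on both Nutlin-3a curves. This argues against separate replicates. A ratio of 3 is what 2 calls on the same reads with extensions of 50 and 150 bp would give, and widths of exactly 50 and 150 bp recur in both lists. Whether those reads were pooled from both replicates stays open. Low-background peaks on the 50-bp curve were the ones least often shared between treatments (29.7% and 25%).

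Nearly as many peaks lay on high as on low background, and the former were, as a class, shared most and lay near genes least. The sharing did not hold throughout the class. At 20 to 50 times the lowest background, 63.6% of 44 DMSO and 59.6% of 52 Nutlin-3a peaks were shared. Some low-background peaks were shared as often, with 66.2% at 2 to 4 times (DMSO) and 61.5% at 4 to 8 times (Nutlin-3a). At 50 times and above, the shares were 90.6% and 72.1%. Binding near genes as at the other peaks is argued against by the share of high-background peaks near a gene end, 1.05% in the Nutlin-3a list and 0 of 246 in the DMSO list, against 35% and 34% on low background. Copies of repeated sequence mapped to few reference positions are a candidate explanation. It predicted clusters, and 87.4% of high-background DMSO peaks had another within 100 kb against 34% of low-background peaks with another of their class, a gap of 53.4 percentage points. In the Nutlin-3a list the shares were 87.7% and 30.6%. Without genome sequence the repeats themselves were not examined. A biological explanation, RFX7 binding within repeats, was not tested. They make up 9 of the 10 peaks with the highest −log10 p in each list.

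The same class bears on the ranking. Unshared Nutlin-3a peaks stood above shared ones over all peaks, whereas among low-background peaks shared ones stood 21.3 percentile points higher. Peaks on high background, which were often shared and had low fold enrichment, may therefore account for the sign over all peaks.

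The Nutlin-3a list was longer by 117 peaks. Deeper sequencing of the Nutlin-3a ChIP is argued against, because its background floor was 0.780 times that of DMSO. Peaks on high background are not the whole cause, because low-background peaks alone were 1.3 times as many in the Nutlin-3a list. The pileup recovered from the statistics allows a further look, with each value divided by the floor of its list to allow for depth. Over the 44 low-background pairs with whole-number pileups on the 150-bp curve in both lists, this value was higher in the Nutlin-3a list in 39 pairs (88.6%), with a median log2 ratio of 0.73 (quartiles 0.36 and 0.96). Over 106 high-background pairs on the 50-bp curve, the median was 0.02, and it was higher in 60. Over 14 on the 150-bp curve the median was 0.03, and it was higher in 10. These values compare pooled or single read sets of unknown replicate composition, not conditions. Many of the strongest peaks are missing from the 44 pairs because their entries lack a whole-number pileup. More efficient immunoprecipitation in the Nutlin-3a libraries cannot be told apart from stronger RFX7 binding after Nutlin-3a, because both would raise nearly all bound sites and no replicate values were given.

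At PNRC1, the −log10 q was 223 in the DMSO list and 224 in the Nutlin-3a list, and the rank by fold enrichment within each list was 5 of 505 and 174 of 622. The Nutlin-3a entry lacks a whole-number pileup, so its columns need not stem from the same call, which was not tested. The values therefore leave open whether the signal at this gene differed. PNRC1 was singled out after its values were seen.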
